# Gene Co-Expression Network Analysis Unraveling Transcriptional Regulation of High-Altitude Adaptation of Tibetan Pig

**DOI:** 10.1371/journal.pone.0168161

**Published:** 2016-12-09

**Authors:** Cunling Jia, Xiaoyan Kong, James E. Koltes, Xiao Gou, Shuli Yang, Dawei Yan, Shaoxiong Lu, Zehui Wei

## Abstract

Tibetan pigs have survived at high altitude for millennia and they have a suite of adaptive features to tolerate the hypoxic environment. However, the molecular mechanisms underlying the regulation of hypoxia-adaptive phenotypes have not been completely elucidated. In this study, we analyzed differentially expressed genes (DEGs), biological pathways and constructed co-expression regulation networks using whole-transcriptome microarrays from lung tissues of Tibetan and Duroc pigs both at high and low altitude. A total of 3,066 DEGs were identified and this list was over-represented for the ontology terms including metabolic process, catalytic activity, and KEGG pathway including metabolic pathway and PI3K-Akt signaling pathway. The regulatory (RIF) and phenotypic (PIF) impact factor analysis identified several known and several potentially novel regulators of hypoxia adaption, including: *IKBKG*, *KLF6* and *RBPJ* (RIF1), *SF3B1*, *EFEMP1*, *HOXB6* and *ATF6* (RIF2). These findings provide new details of the regulatory architecture of hypoxia-adaptive genes and also insight into which genes may undergo epigenetic modification for further study in the high-altitude adaptation.

## Introduction

The hypoxic environment at high altitude imposes extreme physiological challenges in mammals. Classical response to hypoxia is characterized by systemic changes in cardiovascular, respiratory, and hematopoietic functions that impact convective oxygen transport. Failure of these systems to adapt leads to altitude illness or even death [1, 2]. Native high-altitude species have been selected through evolutionary processes to have heritable genetic adaptations [3] in morphological, anatomical, physiological [4], biochemical, and behavioral traits to survive under low oxygen tension [5–7]. For example, Tibetan human populations showed lower hypoxic pulmonary vasoconstrictor response and higher blood oxygen saturation with similar hemoglobin levels to those expected at sea level [6–9]. Recently, a number of genome-wide analyses have been conducted to determine the genetic bases of adaptation to high altitude in species such as: highlander [10–15], yak [16, 17], Tibetan antelope [18], Tibetan mastiff [19], Tibetan pig [3, 20], Tibetan grey wolf [21], Tibetan Chicken [22], Tibetan cashmere goat [23] and Tibetan sheep [24]. Notable candidate genes related to high altitude adaptation included members of the HIF signaling pathway as well as genes associated with hemoglobin levels. However, the molecular mechanisms underlying adaptation to high altitude are yet to be completely elucidated.

The Diqing Tibetan pig (*Sus scrofa*) is a native breed that mainly inhabits Diqing Tibetan Autonomous Prefecture of the Yunnan province of China (average altitude: 3,700 m). Although their meat production, reproduction and growth rate is not as good as domesticated pigs living at sea level, adaptation to hypoxia, cold climate, disease and harsh environment makes the Tibetan pig the only adapted breed to these conditions. Tibetan pigs have adapted to high altitude with well-developed heart and lungs and a blunted erythropoietic response [20]. Since porcine physiology and anatomy are similar to humans [25], the Tibetan pig could be a suitable animal model for human high altitude diseases.

The objective of this study was to identify transcripts, pathways and potential regulators involved in high-altitude adaptation. Transcriptome profiling of lung tissues from Tibetan pigs and Duroc pigs was analyzed using Agilent microarrays, and potential pathway regulators were identified using two methods: partial correlation and information theory (PCIT) [26] and regulatory impact factor (RIF) algorithms [27–29]. The goal of this research is to identify pathways involved in high-altitude adaptation that may provide potential therapeutic solutions of hypoxia-induced diseases.

## Materials and Methods

### Ethics Statement

All animal experimental procedures were performed according to the Guide for the Care and Use of Laboratory Animals (Ministry of Science and Technology of China, 2006). The protocol was approved by the Experimental Animal Management Committee (EAMC) of Northwest A&F University ([2005]142).

### Animal and sample preparation

Tibetan pigs were raised at Yunnan (Shangri-La Specialized Farmers Cooperatives, Tibetan Autonomous Prefecture of Diqing, 3,500 m) (Tibetan pigs at high altitude, herein mentioned as TH), and Duroc pigs were raised at Guangdong (Guangdong Yifa Breeding Co. Ltd, Huizhou, 40 m) (Duroc pigs at low altitude, herein mentioned as DL). In our experiment, we employed a migrant study design. Sixteen Tibetan female piglets from the TH population and sixteen Duroc female piglets from the DL population were selected with similar weight and non-genetic relationship. Among these, 8 piglets from each groups were migrated to low altitude (TL) or high altitude (DH) from their original rearing facility at 1 month of age, respectively (Fig 1). Animal were fed and watered *ad libitum*. At 6 month of age, 2 pigs were selected at random from each group for harvest (TH, TL, DH and DL). These animals were feed-restricted for 12 h and sacrificed by electric shock. Lung samples were harvested immediately and snap frozen in liquid nitrogen and then stored at -80°C until utilized for RNA extraction.

**Fig 1:**
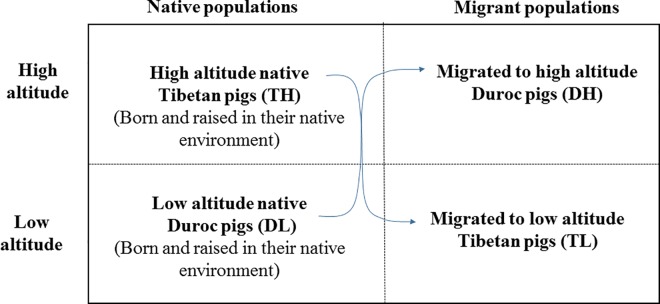
A migrant design to study the adaptation of Tibetan pigs to high altitude. The native population included Tibetan pigs living at high altitude (TH) and Duroc pigs living at low altitude (DL). At 1 month of age, half of the animals were migrated to low altitude (TL) or high altitude (DH). Animals were harvested at 6 month of age.

### Total RNA isolation and microarray hybridization

Total RNA was extracted from each lung sample using the Trizol RNA isolation method (Invitrogen, USA). RNA was purified and DNase treated with QIAGEN RNeasy® Mini kit (QIAGEN, Valencia, CA) according to the manufacturer’s instructions. The integrity and quality of the extracted RNA was evaluated by the Agilent 2100 bioanalyzer (Agilent Technologies, Inc., Santa Clara, CA, USA). The RNA Integrity Number (RIN) values of all samples were greater than 8.0. The RNA was amplified and labeled using Agilent Low Input Quik Amp Labeling Kit, One-Color (Agilent Technologies, USA). Labeled cRNA from 8 animals were purified by QIAGEN RNeasy mini kit and hybridized individually (1 sample per array) using commercially available Agilent Whole Porcine Genome Oligo (4 × 44 K) Microarrays (Agilent-020109, one-color platform) according to the instructions in the Agilent Expression Analysis Technical Manual. After the hybridization, the gene chips were washed using Agilent Gene Expression Wash Buffer Kit at room temperature.

### Microarray data analysis and statistics

After drying, slides were scanned using an Agilent G2505B microarray scanner (Agilent Technologies, USA). Image files were analyzed with Agilent Feature Extraction software (version10.7.3.1) to obtain the raw expression data. All raw gene expression values have been deposited in the Gene Expression Omnibus (GEO) database (Accession number: GSE84409). If a transcript was flagged as “A” by the scanner, i.e. signal intensity was less than background level, it was considered to be “not expressed”. Similarly, the transcripts with “P” flags, expression greater than background levels, were considered to be “expressed”. In our study, expressed transcripts were defined as being present in at least one sample. In total, 34,359 expressed probes were used for subsequent analyses, among these, only 16,946 were annotated, corresponding to about 10,000 genes (including LOC). More probes were annotated using GenBank and Basic local Alignment Search tool program (BLAST, NCBI) (http://www.ncbi.nlm.nih.gov/).

Expression data were normalized using Robust Multichip Analysis (RMA). Statistical analysis was performed using two-way ANOVA in an R script developed by Pavlidis et al. [30] to identify differentially expressed genes (DEGs) related to high altitude tolerance. The criterion on detection of DEGs was set at FDR < 0.0001. Gene expression, y = log (expression), was modeled as follows:

$$y_{ijk}=\mu +S_{i}+R_{j}+{\left(S•R\right)}_{ij}+\varepsilon_{ijk}$$

Where *y*_*ijk*_ was dependent variable, *μ* was the mean expression level of the gene, *S*_*i*_ was fixed effect of breed (*i* = 1 to 2), *R*_*j*_ was fixed effect of altitude (*j* = 1 to 2), *(S•R)*_*ij*_ was interaction between breed and altitude, and *Ɛ*_*ijk*_ represented the random error. Thus, the expression level *y* could be impacted by main effects due to *S*, *R*, and interactions between them (*S•R*), plus random error.

### Pathway and functional analysis of DEGs

The probe set IDs for GenBank Accession Number based on the Agilent porcine array annotation file were first mapped to NCBI Entrez gene IDs generated by BioGps software [31]. Gene Ontology and pathway analysis was conducted by PANTHER version 11.1 [32] (http://www.pantherdb.org/) and the online STRING tools (http://string-db.org/) to identify significantly over-represented GO terms, PANTHER (Bonferroni correction *P* < 0.05) and KEGG pathways (FDR<0.01).

### Gene co-expression network construction and RIF analysis

A modified version of PCIT [26] was used to compute the co-expression correlation in the TH (Tibetan at high altitude) or DH (Duroc at high altitude) group, respectively. Only transcripts with a significant partial correlation |r| ≥ 0.95 were selected to construct gene co-expression networks. Transcriptional regulators (TRs) include mainly transcription factors, signaling molecules and chromatin remodelers [28]. In this study, these molecules were mined from the literature in human [33] and bovine [28] and from the SWISS-PROT database for swine and mouse (http://www.uniprot.org/) [34]. The final non-redundant transcriptional regulator list of genes in our annotation array totaled 1,897 (S3 Table). According to the RIF and phenotype impact factor (PIF) algorithm [28, 29], the pivotal transcriptional regulators related to adaptation to high altitude can be identified based on the RIF1 or RIF2 rank. Co-expression networks were visualized in Cytoscape v3.2.1 software [35] for TH and DH by selecting the top five positive and negative TRs based on the RIF1 or RIF2 z-scores and their targets (DEGs and differential PIF) with significant partial correlation from PCIT results. The statistical analysis of differential PIF was performed using the same method described for DEGs (two-way ANOVA) and the criterion was set at FDR < 0.0001. All processes, experiments and analyses are shown in Fig 2.

**Fig 2:**
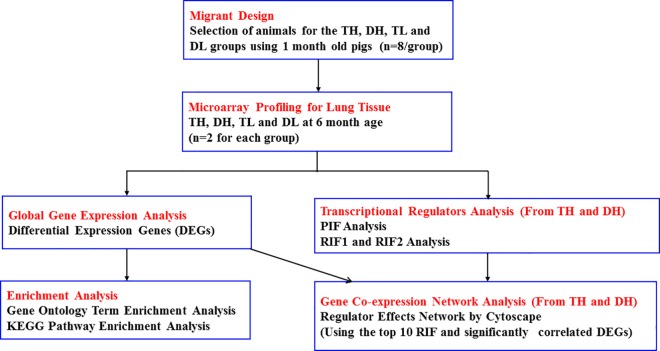
Diagram summarizing experiments and analyses conducted in the whole study. Abbreviations: TH = Tibetan pigs at high altitude, DH = Duroc pigs at high altitude, TL = Tibetan pigs at low altitude, DL = Duroc pigs at low altitude, DEGs = Differential Expression Genes, PCIT = Partial Correlation and Information Theory, RIF = Regulatory Impact Factor, PIF = Phenotype Impact Factor.

## Results

### Differentially expressed genes

A total of 3,431 differential expression transcripts were identified by two-way ANOVA based on a threshold of FDR < 0.0001, which were represented 3,066 non-redundant genes. These DEGs reflected the difference between breeds (Tibetan vs. Duroc) affected by the interaction that may be responsible for the adaptation of Tibetan pigs to high altitude (S1 and S4 Tables). These genes were significant both due to the interaction effect and also the breed effect. These genes were selected to emphasize the objective to identify genes DE due to adaptation of the breed to differing altitudes.

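Lung RNA of TH, TL, DH and DL pigs at 6 months of age was labeled with 1 dye and hybridized to 8 arrays, 2 per group. TH and DH pigs were kept at 3500 m, and TL and DL pigs at 40 m. Each array held 45220 spots, which outside the control spots belong to 43603 probes. Both TH and both DL arrays lay on 1 slide, and both DH and both TL arrays lay on the other slide, so that the contrast between slides is the same as the breed by altitude interaction. The number of probes well above background was 29319 and 27798 on the TH arrays, 31723 and 31641 on the TL arrays, 26466 and 28135 on the DH arrays, and 27228 and 27089 on the DL arrays, and no spot was saturated. The median raw spot signal lay between 207.5 and 230 on the TH, DH and DL arrays and was 324 and 333.5 on the TL arrays. The authors extracted the signals with Agilent's software, and their deposited log2 values had a median of 7.40 on every array.
From the raw files, the median signal of each spot was background corrected by a normal-exponential convolution on each array, without local background and without an offset, then quantile normalized between arrays and taken as log2. Control spots and between 7 and 36 outlier spots per array were left out, and spots of the same probe were averaged. The two-way model of breed, altitude and their interaction was fitted by limma to 34406 probes that were well above background on at least 1 array, with Benjamini-Hochberg adjustment over these probes. The breed effect is Tibetan minus Duroc, the altitude effect is high minus low, and the interaction is TH minus TL less DH minus DL. Pearson's r across probes, which are not independent replicates, was 0.990 to 0.996 between the arrays of a group, 0.971 to 0.977 between arrays of TH, DH and DL, and 0.930 to 0.949 between these and the TL arrays. For 41 probes printed in 5 spots each, single spots differed by a median of 0.12 log2 units between the arrays of a group and by 0.15 on the same array, a ratio of 0.805. The spread between the arrays of a group was thus no larger than that between spots of one array, and every test below compares the hybridized RNAs against this spread. The number of arrays limits the precision of each value.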

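A breed effect passed the FDR threshold of 0.0001 in limma for 6780 of the 34406 tested transcripts, with 3621 higher and 3159 lower in Tibetan pigs. The interaction passed it for 7319 transcripts, of which 3240 had a positive and 4079 a negative coefficient. Both effects passed for 3905 transcripts, the definition of DE transcripts used in the paper. Scaling of the processed signals to the 75th percentile of each array gave 6926 DE transcripts, of which 3338 were also among the 3905. Under this scaling 4823 transcripts were higher and 6607 lower in Tibetan pigs, and 6502 had a positive and 4640 a negative interaction. The median interaction coefficient over all tested probes was 0.19 with quantile normalization and 0.33 with the 75th percentile. The two-way model of the methods without moderation of the variances called 966 DE transcripts on the quantile normalized values. On the deposited log2 values, a combination chosen after the data were seen, the same model called 3190. Without the first TL array limma called 10 DE transcripts, and without the second TL array 1, whereas leaving out an array of another group left 609 to 1038.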

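For each of the 3905 DE transcripts, the group that lay farthest from the mean of the other groups was determined on the log2 scale. TL was this group for 3155 transcripts (80.8%), DL for 347, TH for 321 and DH for 82; over all 34406 tested probes TL was farthest for 18029 (52.4%). Of the transcripts farthest in TL, 2358 were higher and 797 lower in TL. With scaling to the 75th percentile, TL was farthest for 5376 of 6926 DE transcripts (77.6%), with 2755 higher and 2621 lower, and for 55.9% of all tested probes. Among the 2358 transcripts higher in TL, 33 (1.40%) had a RefSeq accession as their target in the array design, against 8.70% of tested probes of the same brightness. Among the 797 transcripts lower in TL, 118 (14.8%) had one, against 9.18% at the same brightness. In all, 248 DE transcripts had a RefSeq accession, and TL was farthest for 151 of them, with 33 higher and 118 lower.

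**Figure D1:**
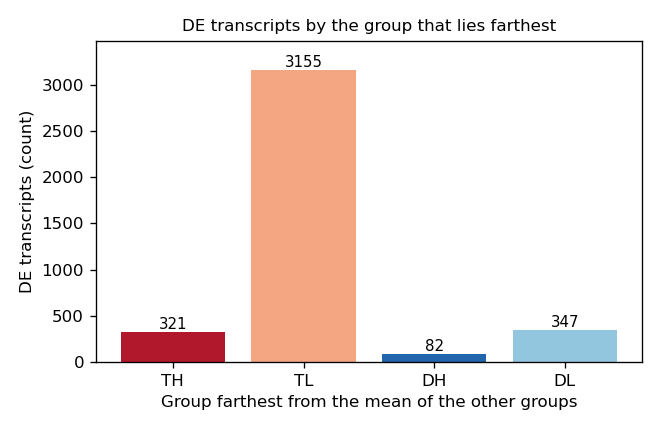
Number of DE transcripts (y axis, count) by the group that lies farthest from the mean of the other groups (x axis). Each bar is 1 group of 2 arrays, and TL has 3155 of the 3905 transcripts.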

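Among DE transcripts with a gene symbol, the 5 largest positive interaction coefficients belonged to probes of COPA, LOC100736878, DCTD, MMP7 and COIL, and probes of MAST4, MCOLN3, FOXN3 and KIF1C had coefficients among the 5 largest negative. Log2 expression of COPA (A_72_P130041) was 14.45 ± 0.12 (SD, n = 2 arrays) in TH, 6.73 ± 0.00 in TL, 6.65 ± 0.15 in DH and 8.21 ± 0.06 in DL, an interaction of 9.28 (standard error 0.13, adjusted p = 1.85e-06 from limma). The other COPA probe had an interaction of 0.89 (limma adjusted p = 2.37e-04). LOC100736878 (A_72_P257952) had 14.02 ± 0.03 in TH, 9.79 ± 0.04 in TL, 10.24 ± 0.07 in DH and 11.62 ± 0.04 in DL. MMP7 (A_72_P177816) had 12.74 ± 0.02 in TH and between 7.05 and 8.15 in the other groups. The COIL probe A_72_P101431 had 11.08 ± 0.07 in TH and 6.21 to 6.98 in the other groups, whereas the brightest COIL probe was highest in TL, with an interaction of -1.90. DCTD (A_72_P081386) was not well above background in TL and was at least 12.1-fold higher in TH than in TL. These lower bounds set the mean of the brighter group against the lowest signal among probes well above background on each array of the dimmer group, or the probe's own signal where higher. MCOLN3 (A_72_P085821) had 12.82 ± 0.06 in TL, 10.69 ± 0.02 in DH, 9.24 ± 0.00 in DL and 8.92 ± 0.06 in TH, an interaction of -5.34. MAST4 (A_72_P106881) and FOXN3 (A_72_P280239) were not well above background in DL, and TL was at least 21.7-fold and 19.9-fold higher than DL, respectively. Other probes of FOXN3 had interactions between -3.34 and 0.39. KIF1C (A_72_P375673) was not well above background in TH and DL, and DH was at least 6.83-fold higher than TH. As values that are not well above background have no order, the place of DCTD, MAST4, FOXN3 and KIF1C among the largest coefficients is not fixed. The interaction of these 9 probes kept its direction under every alternative and passed the threshold when any single array was left out. The breed effect of each of the 9 lost its call without either TL array; for DCTD, LOC100736878, MCOLN3 and KIF1C it was lost when any single array was left out, and for MAST4 with 6 of the 8.

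**Figure D2:**
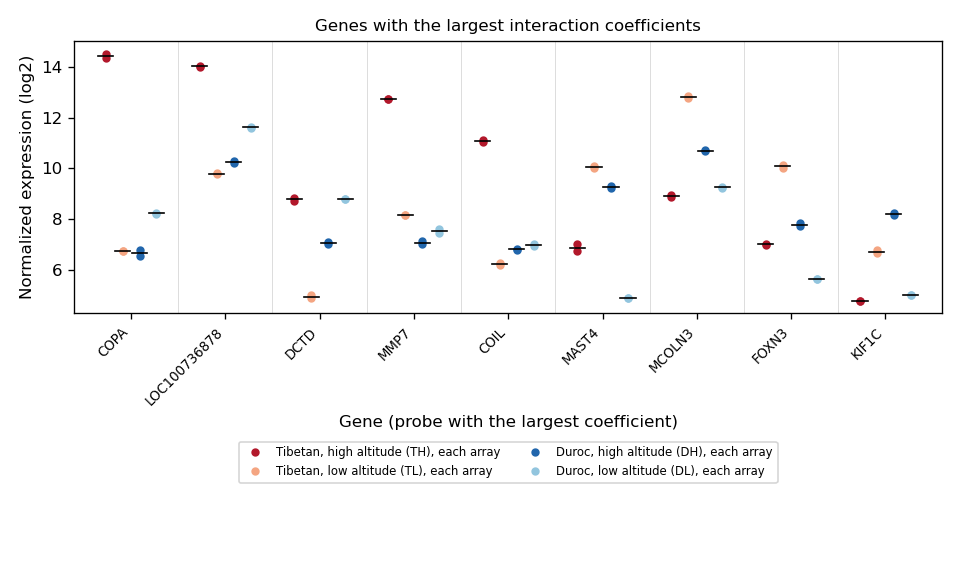
Normalized expression (y axis, log2) of the genes with the largest interaction coefficients (x axis). Points are single arrays, 2 per group, colored by group, and lines are group means; COPA, MMP7 and COIL are highest in TH, and MAST4, MCOLN3 and FOXN3 in TL.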

### Functional analysis of DEGs affected by hypoxia

The annotations for DEGs were tested for over-representation of biological pathways and processes. Significantly enriched terms included: 7 biological processes (BP), 4 molecular functions (MF), 3 PANTHER pathways, 7 cellular components, 3 PANTHER protein class (Bonferroni corrected *P* **<** 0.05) and 29 KEGG (FDR < 0.01) (S2 Table). The most significantly enriched terms were metabolic process (GO: 0008152), catalytic activity (GO: 0003824) and CCKR signaling map (P06959) in BP, MF and PANTHER pathway (Table 1), respectively. 

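The paper lists 42 labels for the KEGG PI3K-Akt signaling pathway (S2 Table), of which 37 could be matched to genes with a tested probe, 84 probes in all. In limma, 32 of the 37 genes had at least 1 probe with a breed effect and 29 at least 1 with an interaction at an FDR below 0.0001 over all tested probes. Both effects passed in the same probe for 25 genes, and adjusted over the list alone for 30 genes, which is not independent evidence because the list was drawn from DEGs of the same arrays. In 22 of the 25 genes TL was the group farthest from the others. The largest interactions among called probes were -5.09 for COL4A2, -3.36 for CCND3 and -3.17 for PPP2R5A, each highest in TL; these genes were picked after their values were seen. In 2 other COL4A2 probes, among them the brightest, both effects passed with TL lowest and interactions of 1.08 and 1.03, as in another CCND3 probe (1.12), and the brightest PPP2R5A probe passed neither (0.23). Of 28 probes with a RefSeq accession 11 passed both effects, 4 of them highest in TL, and of 56 other probes 25 passed, 18 of them highest in TL. In 13 genes some probes passed and others did not. No over-representation was computed from these files.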

The most significantly enriched KEGG pathways were the metabolic pathway and PI3K-Akt signaling pathway (Fig 3).

**Fig 3:**
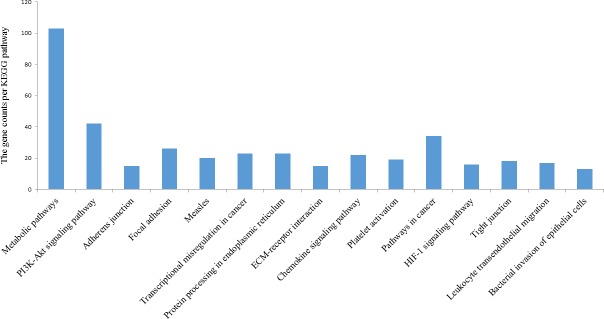
The top 15 enriched KEGG pathway from the list of 3066 differentially expressed genes (DEGs).

**Table 1:** GO terms related to biological processes, molecular function and PANTHER pathways for differentially expressed genes (Bonferroni corrected *P* < 0.05)

**Term**	REF*	**Count**^**^**^	**Expected**^**#**^	**Over/under**^**±**^	**Fold Enrichment**	**Adj.** *P***. value**^**%**^
Biologicalprocess						
GO: 0008152~metabolic process	6594	460	350.07	+	1.31	7.88E-10
GO: 0044238~primary metabolic process	5592	385	296.87	+	1.30	1.01E-06
GO: 0009056~catabolic process	836	74	44.38	+	1.67	4.81E-03
GO: 0019538~protein metabolic process	2001	146	106.23	+	1.37	1.59E-02
GO: 0006807~nitrogen compound metabolic process	1982	151	105.22	+	1.44	1.35E-03
GO: 0040011~locomotion	153	21	8.12	+	2.59	2.59E-02
GO: 0006397~mRNA processing	241	28	12.79	+	2.19	3.46E-02
*Molecular function*						
GO: 0003824~catalytic activity	5114	376	271.5	+	1.38	2.70E-10
GO: 0008009~chemokine activity	46	12	2.44	+	4.91	1.72E-03
GO: 0005515~protein binding	2719	191	144.35	+	1.32	6.75E-03
GO: 0016787~hydrolase activity	2175	153	115.47	+	1.33	4.20E-02
*PANTHER pathway*						
P06959: CCKR signaling map	169	26	8.97	+	2.9	3.85E-04
P00005: Angiogenesis	168	22	8.92	+	2.47	2.24E-02
Wnt signaling pathway (P00057)	278	30	14.76	+	2.03	4.55E-02

Note

*REF: Based on the *S*. *scrofa* reference list for a particular PANTHER category.

^^^Count: number of genes that belong to the given particular category.

^#^Expected: expected value for number of genes that belong to the particular pathway among microarray results.

^±^Over/under: stands for ‘over-represented/under-represented.

^%^Adj. *P*. value: *P*-value corrected by Bonferroni correction for multiple testing.

### Putative transcription regulators of DEGs identified by RIF and PIF

To identify which crucial TRs may affect gene expression difference and above-mentioned GO categories and pathways, we computed PIF, RIF1 and RIF2 scores. All probe’s PIF values are provided in S3 Table. Among these, 3,656 differentially PIF transcripts (FDR < 0.0001) were identified using two-way ANOVA (S4 Table). 

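The mean of a pair of values times their difference is proportional to the difference of their squares, so PIF was computed for each array from the squared log2 value of the transcript, after quantile normalization. The two-way limma model called 5051 transcripts for both the breed effect and the interaction of PIF at an FDR below 0.0001. Values scaled to the 75th percentile gave 8815, and the two-way model of the methods without moderation of the variances gave 1117. On the deposited log2 values, a combination chosen after the data were seen, the model without moderation gave 3394. With each array left out in turn, limma called between 1858 transcripts without the first TL array and 2453 without the first TH array.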

All RIF scores are provided in S5 Table. We identified 369 non-redundant TRs with RIF z-scores < -2 or > 2. Among them, 117 TRs had RIF1 z-scores > 2 and 101 had RIF1 z-scores < -2. In addition, 136 TRs had RIF2 z-scores > 2 and 125 had RIF2 z-scores < -2. Moreover, 91 TRs were common for RIF1 and RIF2 based on z-scores < -2 or > 2. 

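RIF1 and RIF2 compare the correlation of a regulator with its target transcripts in TH with that in DH, and each of these groups has 2 arrays. Over 2 arrays the correlation of any pair of transcripts is perfect, either positive or negative, so that the squared difference of correlations in RIF1 can take few values and the squared correlation in RIF2 none but its maximum. With the 3885 DE transcripts that had a value on every array as targets, RIF1 of 34101 tested probes took 2 distinct values, with z-scores of -1.16 and 0.863 over these probes, and RIF2 took 1 value, which leaves no z-score. Of the 20 regulators of Tables 2 and 3, 13 had the positive value, and 0 had a RIF1 z-score beyond the limit of 2. The sign was that of the paper's reported RIF1 z-score for 11 of the 20, and for 5 of the 20 with scaling to the 75th percentile. As the score has only 2 values, a matching sign is no evidence for a regulator. Correlations over the 4 arrays of each breed, which mix the altitudes, gave RIF1 z-scores from -1.50 to 1.05 over all probes, a RIF2 z-score beyond 2 in size for 1 of the 20 regulators (ZNHIT6, -2.23), and signs as in the paper for 10 (RIF1) and 9 (RIF2) of the 20. The z-scores are relative to all tested probes, since the full list of regulators was not used here.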

Tables 2 and 3 listed the top 5 positive or negative extreme regulators, which were selected according to RIF1 or RIF2 z-scores.

**Table 2:** Top 10 differentially wired regulators identified by RIF1 (Tibetan vs Duroc at high altitude).

**Probeset ID**	**Gene Symbol**	**Gene Description**	**RIF1 z-Scores**	**RIF2 z-Scores**
Top positive RIF1				
A _72_P122616	EPC1	enhancer of polycomb homolog 1 (Drosophila)	5.32	1.98
A _72_P067171	LOC100519426	chromobox protein homolog 5	5.10	2.41
A_72_P118106	KLF6	Kruppel-like factor 6	4.87	3.44
A_72_P088426	MAGED1	melanoma antigen family D, 1	4.71	2.49
A_72_P165271	IKBKG	inhibitor of kappa light polypeptide gene enhancer in B-cells, kinase gamma	4.63	2.87
Top negative RIF1				
A_72_P137561	RBPJ	recombination signal binding protein for immunoglobulin kappa J region	-6.53	-3.34
A_72_P042871	POLR2E	polymerase (RNA) II (DNA directed) polypeptide E, 25kDa	-5.63	-2.29
A_72_P036711	TIPARP	TCDD-inducible poly(ADP-ribose) polymerase	-4.22	-3.26
A_72_P098786	WDR5	WD repeat domain 5	-4.17	-2.43
A_72_P100331	SRRT	serrate, RNA effector molecule	-4.12	1.08

**Table 3:** Top 10 regulators identified by RIF2 (Tibetan vs Duroc at high altitude).

**ProbesetID**	**Gene Symbol**	**Gene Description**	**RIF2 z-Scores**	**RIF1 z-Scores**
Top positive RIF2				
A_72_P011236	EFEMP1	EGF containing fibulin-like extracellular matrix protein 1	5.57	1.59
A_72_P011441	HOXB6	homeobox B6	5.37	2.90
A_72_P014051	ATF6	activating transcription factor 6	4.41	2.83
A_72_P024356	ZNF280B	zinc finger protein 280B	4.12	1.09
A_72_P108351	HIST1H3E	histone cluster 1, H3e	3.88	4.27
Top negative RIF2				
A_72_P049681	EPC2	enhancer of polycomb homolog 2 (Drosophila)	-4.74	-1.48
A_72_P013732	ERG	v-ets avian erythroblastosis virus E26 oncogene homolog	-4.62	-1.76
A_72_P008741	HABP4	hyaluronan binding protein 4	-4.13	-1.53
A_72_P030981	ZNHIT6	zinc finger, HIT-type containing 6	-3.93	-2.30
A_72_P006916	SF3B1	splicing factor 3b, subunit 1	-3.77	-1.42

### Co-expression gene patterns at high altitude

Here we applied the correlation relationships from the PCIT results to construct co-expression correlation network (|r| ≥ 0.95) between 20 TRs (Tables 2 and 3) with significantly DE and PIF genes in the TH and DH breed groups, respectively. Networks were visualized with Cytoscape software and are presented in (Fig 4). We identified four TRs (*TiPARP*, *SF3B1*, *HABP4*, *ERG*) with no connection to DEGs and PIF genes in the TH group, and three TRs (*EFEMP1*, *MAGED1*, *HIST1H3E*) also with no connection in DH group.

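Targets for the network were 5078 transcripts called as DE or differential PIF that had a correlation to every regulator probe. In both TH and DH every possible pair of a regulator and a target, 101558 per group, had a correlation of at least 0.95 in size over the 2 arrays of the group. Each of the 20 regulators therefore had at least 5077 edges in each group, including TIPARP, SF3B1, HABP4 and ERG in TH and EFEMP1, MAGED1 and HIST1H3E in DH. Over the 4 arrays of each breed, 72754 pairs in Tibetan and 68053 in Duroc pigs reached 0.95, with 2 to 4965 edges per regulator in Tibetan and 58 to 4044 in Duroc pigs. PCIT removed none of these pairs.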

**Fig 4:**
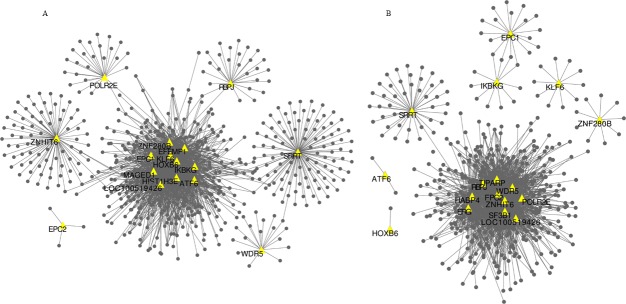
Co-expression networks based on the PCIT method. (A) Tibetan group at high altitude (660 nodes and 1878 edges) (B) Duroc group at high altitude (512 nodes and 1641 edges). Node shape and color were mapped to the different gene types: transcription regulators (triangles, yellow), differential expression genes and differential PIF genes (circles, black).

## Discussion

Tibetan pigs have lived at high altitude for thousands of years, which provided an excellent animal model for investigating mechanisms of hypoxia adaptation. Natives of high altitude have been documented to possess genetic variations that may be the results of compensatory genetic changes and natural selection. However, the high altitude environment also plays an important role in adaptation, because environmental effects modify gene transcription and/or translation that may irreversibly affect the phenotype [36]. If we take an integrative approach to analyze the mechanisms related to hypoxia adaptation, the effect of the gene must be evaluated with respect to the way that it interacts with the environment. Therefore, we employed a complete migrant design, where Tibetan pigs and Duroc pigs were raised in both their native altitude environments and also as migrants in a non-native environment. Changes in gene expression due to this migration indicated gene-by-environment interaction [37, 38]. In our study, a total of 3,066 DEGs were identified (FDR < 0.0001) as overlapping due to genetic variance (breed) and genetic×environment interaction effects. These DEGs were significantly over-represented for genes involved in metabolic process, catalytic activity, CCKR signaling and angiogenesis pathway by PANTHER classification categories (S2 Table) (Bonferroni corrected *P* **<** 0.05), and metabolic pathways and the PI3K-Akt signaling pathway by KEGG categories (Fig 3 and S2 Table) (FDR < 0.01).

Gene expression is regulated by TRs that tend not to be differentially expressed, because their activation is often modulated post-transcriptionally, i.e. via reversible phosphorylation, cellular localization, cofactor or ligand binding and so on [39]. To understand the genetic adaptation of Diqing Tibetan pigs to low oxygen, the RIF and PIF algorithms were used to identify potential TRs of DEGs. Correlation of gene expression levels within a network was determined using PCIT to construct regulation and co-expression networks (Fig 4). The PIF value weights the differential expression of a given gene by its overall abundance. 

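The DE and the differential PIF transcripts shared 3849 members. A further 56 transcripts were DE and not differential in PIF, and 1202 were differential in PIF and not DE, so that 5107 transcripts belonged to at least 1 set.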

The number of differentially PIF genes was greater than the number of DEGs (S4 Table), since differentially PIF genes could either have a large DEG or be a high abundant gene not hugely DEG [29]. 

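Between the breeds at high altitude, TH minus DH, 1551 transcripts passed an FDR of 0.0001 in limma, with 762 higher and 789 lower in TH, and a median size of 1.41 log2 units. The processed signals scaled to the 75th percentile gave 3547 and an FDR threshold of 0.05 gave 17862. Without the second TH array or the first DH array limma called 0, with 18536 and 17937 transcripts at an unadjusted p under 0.05, and the two-way model without moderation called 136 on all 8 arrays. Without an array of DL the count was 142, and without one of TL 77.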

RIF1 scores identify potential regulators [29] with large differential wring (i.e. change in correlation) to highly abundant, high differentially expressed genes between the two breeds at high altitude. RIF2 scores rank TRs as potential biomarkers to predict the abundance of DEGs [29]. 

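Of the 20 regulator probes of Tables 2 and 3, 1 passed both the breed effect and the interaction at an FDR of 0.0001 in limma (HIST1H3E). Among the regulators not discussed in the text, POLR2E (A_72_P042871) had a breed effect of -0.42 (standard error 0.03, adjusted p = 7.35e-05) and EPC2 (A_72_P049681) one of -0.43 (standard error 0.03, adjusted p = 9.61e-05). POLR2E had log2 expression of 16.74 ± 0.03 (SD, n = 2 arrays) in TH, 15.65 ± 0.01 in TL, 16.83 ± 0.01 in DH and 16.39 ± 0.04 in DL. EPC2 had 10.77 ± 0.05 in TH, 10.39 ± 0.03 in TL, 10.87 ± 0.01 in DH and 11.14 ± 0.02 in DL. Both calls were lost when any single array was left out. EPC1, MAGED1, TIPARP, SRRT, ZNF280B, ERG, HABP4 and ZNHIT6 passed for neither effect, with breed effects between -0.49 and 0.45 and interactions between -0.24 and 0.78. With scaling to the 75th percentile the interaction turned positive for SRRT (0.45) and HABP4 (0.41), and the breed effect negative for ZNHIT6 (-0.24). Leaving out single arrays moved the interaction of ZNF280B between -0.07 and 0.02.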

In our study, we ranked 3,373 TRs (1,897 non-redundant) by RIF1 and RIF2 scores (S5 Table), and the top ten RIF1 or RIF2 TRs were listed in Tables 2 and 3.

In previous studies, the native highlanders were identified to have many adaptive features such as blunted hypoxic pulmonary vasoconstriction, increased erythropoiesis and metabolic reprogramming [5–7]. Moreover, mounting evidence suggests that the observed physiological adaptations are dependent on the HIF pathway [40–42]. In our study, 16 DEGs were also enriched as members of the HIF pathway (Fig 3 and S2 Table). 

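The 16 genes that the paper lists for the KEGG HIF-1 signaling pathway (S2 Table) had 35 tested probes. In limma, 10 genes had a probe that passed both the breed effect and the interaction at an FDR below 0.0001 over all tested probes, and 14 adjusted over the list alone, which is not independent evidence since the list was chosen on these arrays. EDN1, EGLN3, EIF4E, ICA, NOS3 and TEK did not pass both. Quantile normalized processed signals gave 15 genes. The two-way model of the methods without moderation gave 3 genes on the quantile normalized raw signals. On the deposited log2 values, a combination chosen after the data were seen, the same model gave 15. The limma calls were lost when either TL array was left out. Of 10 probes with a RefSeq accession 1 passed both effects, and of 25 other probes 12 passed. In 11 of these 12 probes TL was the highest group, and in 10 of them DL was also the lowest. PIK3CG, PLCG2, PIK3CD, HK1 and TF differed between TH and DH by -0.15 to 0.09 in their brightest probe. EDN1 (A_72_P077871) was lower in Tibetan pigs, with log2 expression of 11.63 ± 0.03 (SD, n = 2 arrays) in TH, 10.34 ± 0.07 in TL, 12.90 ± 0.02 in DH and 12.51 ± 0.05 in DL, a breed effect of -1.72 (adjusted p = 4.40e-06), and an interaction of 0.91 (adjusted p = 1.48e-04). EGLN3 (A_72_P295674) was highest in TH, with 11.49 ± 0.09 against 9.10 ± 0.07 in TL, 9.66 ± 0.07 in DH and 10.14 ± 0.03 in DL, an interaction of 2.87 (adjusted p = 6.78e-06). Probes of a gene disagreed for NFKB1, where 3 probes had interactions of -2.29 to -3.03 and passed both effects, and 3 others, among them the brightest, had interactions of 0.42 to 0.53 and passed neither. PIK3CG, CAMK2G, PDHA1 and RPS6KB1 also had probes on either side of the threshold. With scaling to the 75th percentile the interaction of the brightest probe turned positive for NOS3 (0.02), PDHA1 (0.41) and TEK (0.44).

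**Figure D3:**
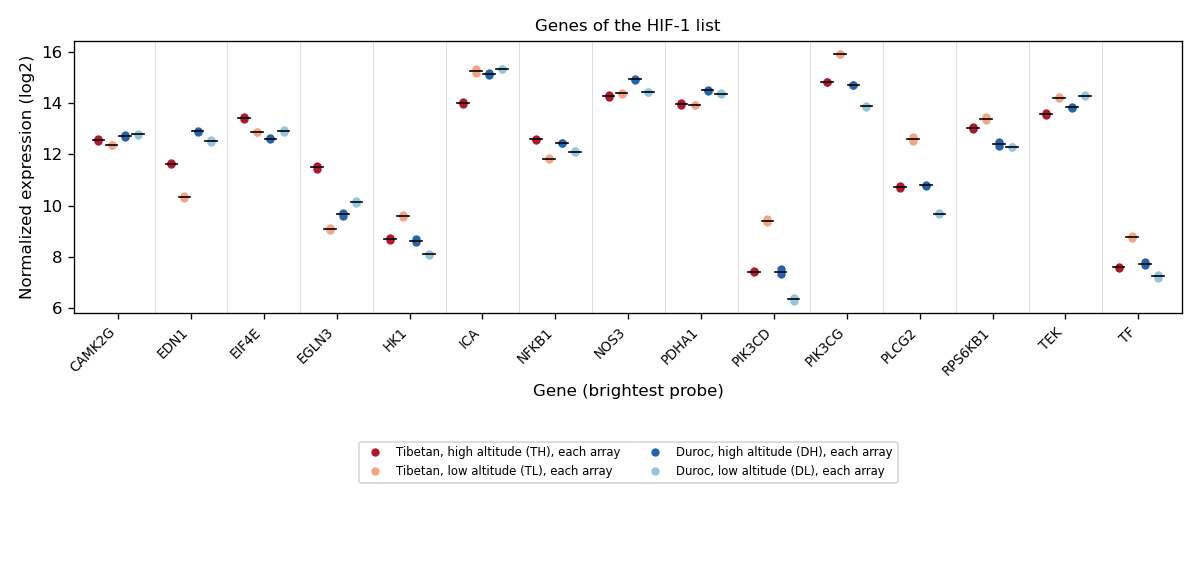
Normalized expression (y axis, log2) of the brightest probe of 15 genes in the HIF-1 list (x axis). Points are single arrays, 2 per group, colored by group, and lines are group means; EDN1 lies at 10.34 in TL and 12.90 in DH.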

Besides erythropoiesis, additional processes regulated by HIF are angiogenesis, glucose uptake and metabolism, which regulate oxygen delivery and consumption [11, 12, 14, 43]. In our study, most of the TRs identified as putative regulators are involved in response to hypoxia, angiogenesis and metabolic processes. 

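IKBKG (A_72_P165271) had log2 expression of 9.57 ± 0.06 (SD, n = 2 arrays) in TH, 8.33 ± 0.07 in TL, 9.85 ± 0.08 in DH and 9.25 ± 0.02 in DL. Its breed effect of -0.60 (adjusted p = 1.04e-04 from limma) and its interaction of 0.64 (adjusted p = 0.00127) lay beyond the spread between arrays and above the threshold of 0.0001. KLF6 (A_72_P118106) had 14.87 ± 0.04 in TH, 16.03 ± 0.06 in TL, 15.41 ± 0.03 in DH and 15.59 ± 0.00 in DL, with an interaction of -0.98 (adjusted p = 8.41e-05) and a breed effect of -0.05 (adjusted p = 0.241), which was -0.42 with scaling to the 75th percentile (adjusted p = 3.17e-05; 3.17e-05 to 0.506 over the alternatives). RBPJ (A_72_P137561) had 12.18 ± 0.02 in TH, 12.62 ± 0.11 in TL, 12.00 ± 0.01 in DH and 12.38 ± 0.05 in DL, with an altitude effect of -0.41 (adjusted p = 5.11e-04) and an interaction of -0.06 (adjusted p = 0.586) that turned to 0.34 with scaling to the 75th percentile and to 0.02 without the first TL array. TH minus DH was -0.54 for KLF6 (adjusted p = 5.01e-04), -0.28 for IKBKG (adjusted p = 0.0133) and 0.18 for RBPJ (adjusted p = 0.0570). The call of KLF6 was lost when any single array was left out, and its interaction ranged from -1.03 to -0.38 over the alternatives.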

In the top ten RIF1 gene list, inhibitor of kappa light polypeptide gene enhancer in B-cells, kinase gamma (*IKBKG*) gene, Kruppel-like factor 6 (*KLF6*) and recombination signal binding protein for immunoglobulin kappa J region (*RBPJ*) were identified (Table 2). *IKBKG* encodes the inhibitor of the κB kinase gamma (IKKγ) protein, also known as nuclear factor κB (NF-κB) essential modulator (NEMO). IKKγ is essential for the activation of the NF-κB pathway that plays a major role in immune response, inflammation, cell adhesion, cell survival and development [44]. IKKγ also protects HIF2α from proteasomal degradation and promotes its accumulation [45]. Under hypoxic conditions, HIFα forms a heterodimer that stabilizes HIFβ, which binds to hypoxia response elements in the promoter regions of hypoxia sensitive genes such as VEGF to induce gene transcription [46, 47]. HIF-dependent transcriptional changes lead to a broad range of cellular adaptations, including metabolic, proliferative, apoptotic, and angiogenic changes [48, 49]. KLF6 is a ubiquitously expressed member of the Kruppel-like family of transcription factors. KLF6 regulates the expression of multiple genes and is involved in tissue differentiation [50]. Under hypoxia condition, KLF6 is a potential transactivator of inducible nitric oxide synthase expression, which can promote the synthesis of Nitric oxide (NO) [51]. Elevated NO production helps populations living at high altitude avoid hypoxia by promoting vasodilation of pulmonary vasculature [52]. RBPJ is a transcription factor in the Notch signaling pathway [53]. Hypoxia activates the Notch intracellular domains associated with RBPJ recruitment of HIFα as transcriptional coactivators to target Notch downstream genes to regulate sprouting angiogenesis and vascular remodeling [54].

Splicing factor 3b subunit 1 (*SF3B1*), epidermal growth factor containing fibulin-like extracellular matrix protein 1 (EFEMP1), *HOXB6* and activated transcription factor 6 (*ATF6*) were identified as the top-ten ranked RIF2 genes (Table 3). 

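SF3B1 (A_72_P006916) had log2 expression of 12.91 ± 0.08 (SD, n = 2 arrays) in TH, 14.02 ± 0.08 in TL, 12.44 ± 0.01 in DH and 12.77 ± 0.06 in DL, a breed effect of 0.86 (standard error 0.05, adjusted p = 3.31e-05 from limma) and an interaction of -0.78 (standard error 0.09, adjusted p = 6.74e-04). Over the alternatives this interaction ranged from -0.84 to -0.16. In all 3 other SF3B1 probes both effects passed 0.0001, with interactions of -0.78 to -1.16. The breed call of A_72_P006916 was lost when any single array was left out, as was the interaction call of HOXB6. EFEMP1 (A_72_P011236) had 15.13 ± 0.05 in TH, 16.12 ± 0.06 in TL, 15.12 ± 0.04 in DH and 15.54 ± 0.03 in DL. Its breed effect of 0.29 and interaction of -0.57 became -0.07 and 0.08 with scaling to the 75th percentile, and its other probes had breed effects of 0.50 and -0.15. HOXB6 (A_72_P011441) had 12.39 ± 0.02 in TH, 12.11 ± 0.00 in TL, 11.88 ± 0.07 in DH and 12.69 ± 0.06 in DL, an interaction of 1.09 (adjusted p = 7.18e-05) and a breed effect of -0.03 (adjusted p = 0.486). ATF6 (A_72_P014051) had 11.82 ± 0.01 in TH, 12.12 ± 0.03 in TL, 12.20 ± 0.01 in DH and 12.30 ± 0.01 in DL. Its interaction of -0.20 (adjusted p = 0.0184) became 0.19 with scaling to the 75th percentile, and its other probe had one of -1.22.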

SF3B1 is considered to be a core factor of the spliceosome that contributes to the production of multiple distinct mRNAs [55]. It is identified as a HIFα target. Under hypoxia, the HIFα dependency of induction of a SF3B1 signal pathway enhances activation of fructose metabolism. Fructose metabolism is a central component of hypoxia-driven metabolic programs to maintain macromolecular such as lipids, proteins and nucleotide biosynthetic capacity to support the anabolic energy requirements [56]. EFEMP1 is a member of the fibulin family of extracellular glycoproteins. Fibulins have been shown to modulate cell morphology, growth, adhesion and motility [57]. EFEMP1 expression was positively correlated with microvascular density and the expression of VEGF [58]. HOXB6 is considered as a hallmark of erythropoiesis. Homeobox genes appear to be strong candidate genes to regulate hematopoiesis [59, 60]. The regulation of erythropoiesis is crucial for optimal oxygen delivery to the tissues under hypoxia [61]. ATF6 is an endoplasmic reticulum (ER) stress sensors. “ER stress” can be caused by a multitude of factors, including severe hypoxia [62]. ATF6 modulates ER function to protect cells against chronic stress [63]. Hypoxia induced changes in gene expression likely occur beyond the change of nucleotide sequence through genome-wide alterations in histone modification and DNA methylation [64]. Such modifications may result in global modulation of transcription levels [65]. In the top ten RIF1 or RIF2 genes, WD repeat domain 5 (*WDR5*), histone cluster 1, H3e (*HIST1H3E*) and chromobox protein homolog 5 (*LOC100519426*), were identified as putative regulators. These proteins are associated with histone modifications [66–68]. This result may indicate the potential for epigenetic regulation of adaptation to hypoxia; however, further investigation of offspring in hypoxic environments is needed to determine if this is plausible.

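HIST1H3E (A_72_P108351) had log2 expression of 9.13 ± 0.05 (SD, n = 2 arrays) in TH, 9.38 ± 0.08 in TL, 9.18 ± 0.03 in DH and 7.90 ± 0.00 in DL. Its breed effect was 0.72 (standard error 0.04, adjusted p = 3.18e-05 from limma) and its interaction -1.53 (standard error 0.08, adjusted p = 2.26e-05), while TH and DH differed by -0.05 (adjusted p = 0.493). Both calls were lost when any single array was left out. WDR5 (A_72_P098786) had 14.77 ± 0.08 in TH, 14.31 ± 0.02 in TL, 14.58 ± 0.06 in DH and 14.27 ± 0.03 in DL, and passed the threshold for neither effect, with a breed effect of 0.12 that became -0.22 with scaling to the 75th percentile. LOC100519426 (A_72_P067171) had 11.46 ± 0.03 in TH, 10.46 ± 0.09 in TL, 11.21 ± 0.07 in DH and 10.97 ± 0.00 in DL, with an interaction of 0.76 (adjusted p = 6.38e-04) and a breed effect of -0.13 (adjusted p = 0.0421).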

## Conclusions

In the present study, we used a complete migrant design to study the interaction between genetic and environmental factors involved in the adaptation of Tibetan pigs to hypoxia. DEGs were identified due to breed by interaction effects that enriched for genes involved in metabolic processes and pathway, PI3K-Akt signaling pathway and HIF signal pathway. These biological processes could have been directly or indirectly regulated by the partial pressure of oxygen from the environment. In addition, putative pathway regulators of hypoxia adaptation were identified by RIF and co-expression methods. These regulators may affect gene expression by post-transcriptional or epigenetic modification. These findings contribute to a better understanding of the molecular mechanisms potentially underlying hypoxia adaptation, and may provide important information relevant to other species, especially humans.

## Supporting Information

S1 Table Results of microarray data analysis. (XLSX) Click here for additional data file.

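S1 Table gives a p-value of the breed effect, the altitude effect and the interaction for each transcript. Of this table 1997 transcripts were used here. For all 1997, the p-values of all 3 effects computed from the authors' deposited log2 values with the two-way model of the methods, without moderation of the variances, lay within 1% of the table's.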

S2 Table GO, PANTHER and KEGG pathways results of DEGs. (XLSX) Click here for additional data file.

S3 Table Results of PIF analysis. (XLSX) Click here for additional data file.

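PIF in S3 Table weights the difference between TH and DH by the mean abundance of the transcript. The same product computed from the deposited log2 values lay within 1% of the table's value for 1978 of the 1997 transcripts used here.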

S4 Table Differential expression genes and differential PIF. (XLSX) Click here for additional data file.

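S4 Table lists transcripts that passed for both breed and interaction. Of 1998 listed DE transcripts used here, 1379 were also called by limma on the quantile normalized raw signals, and 1839 by limma on the deposited log2 values.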

S5 Table The results of RIF1 and RIF2 z-scores. (XLSX) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

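Gene expression was measured in lung of Tibetan and Duroc pigs at high and low altitude (TH, TL, DH and DL) on 8 Agilent 1-color arrays, 2 per group, with the groups taken from the sample labels and the paper. The authors scanned the arrays and extracted spot signals with Agilent's Feature Extraction software. The deposited raw files hold the intensity of each spot as median signal, local background and a processed signal, which Agilent's software had background subtracted and detrended. The authors also deposited a table of log2 values normalized, as the methods state, by RMA. Its columns have 1 common distribution with a median of 7.40, and Spearman's rho with the processed signals was at least 0.999996 on every array, so that the table appears to rest on the processed signals and not on the raw intensity; the exact steps remain unknown.

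The main values started from the raw intensity. The plan had named the mean signal of each spot; the deposited files give the spot signal as a median over its pixels, and this was used in its place. A normal-exponential convolution with an offset of 0 was fitted on each array, followed by quantile normalization, log2, removal of control and outlier spots, and averaging of spots of the same probe (50 probes with 5 spots each). Of 43603 probes, 34406 were well above background on at least 1 array and were tested, 31689 on both arrays of at least 1 group and 24775 on all 8 arrays. The two-way model was fitted by limma 3.58.1 in R 4.3.3, with moderated variances and Benjamini-Hochberg adjustment, at an FDR below 0.0001 as in the paper. DE transcripts passed for both the breed effect and the interaction. PIF was tested by the same model on squared log2 values. RIF1, RIF2 and the network were computed in Python 3.11.15 with numpy 2.4.6 and pandas 2.3.3, and figures were drawn with matplotlib 3.10.9. No test of significance applies to RIF and the network. Adjusted p-values stand for all tested probes unless a list is named, and the number of arrays limits the precision.

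Gene symbols came from the paper's tables (3664 probes, of tables that were used in part) and from RefSeq accessions of the array design (3250 probes, of which 2683 matched a symbol). Of 663 probes named by both, 98.0% had the same symbol. In all, 5684 probes had a symbol, for 3970 genes. Genes named in the text were the 20 regulators of Tables 2 and 3, the HIF-1 list of S2 Table, HIF1A, EPAS1 and VEGFA (taken here for the HIFα, HIF2α and VEGF of the discussion), and the 5 largest positive and 5 largest negative interactions among DE transcripts with a symbol. A regulator was taken at the probe of the paper's table, an interaction gene at the probe with that coefficient, and any other gene at its brightest probe; disagreement between probes is given for part of the genes. For 2 of these genes results are not reported here.

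Lists of genes for hypoxia targets and for ciliated airway, secretory airway, alveolar type II, B and plasma, endothelial, erythroid, neutrophil and skeletal muscle cells were tested with camera, at a preset correlation of 0.01, and with fry. A check on a list was treated as void where fewer than 80% of its genes had a tested probe.

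The design, the named genes other than those with the largest interactions, and most alternatives were set before the data were examined. The genes with the largest interactions were known only after the fit. The alternatives were the processed signals scaled to the 75th percentile or quantile normalized, a correction with local background and an offset of 50, the deposited log2 values, other filters on dim probes, outlier spots kept, the two-way model without moderation of the variances, limma with an intensity trend, an FDR below 0.05 or 0.01, the slide or the replicate number as a block, and each array left out in turn. The deposited log2 values together with the model without moderation were added after seeing the data.

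The steps were tested on simulated data. For 34270 probes with 200 changed by a breed effect of 2 and an interaction of 4 log2 units, limma recovered 142 at an FDR below 0.0001 with 0 false calls, and 177 at an FDR below 0.05 with 1 false call. The model without moderation recovered 41 at an FDR below 0.0001. The 3 checks of RIF and PCIT on simulated values passed. They used far more simulated arrays than the 2 per group here, so they test the code and not the scores of these data. Over-representation of GO terms and pathways was not analysed here, since no annotation of terms was used.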

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

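The test of the 3 arrangements of the groups was chosen after the result was seen; the others were set out before.

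The altitude effect differed between Tibetan and Duroc pigs, by the interaction term, for 7319 of 34406 tested transcripts at an FDR below 0.0001 in limma. More transcripts passed for this term than for the breed effect (6780) or the altitude effect (6052), although with scaling to the 75th percentile fewer passed for it (11142) than for the breed effect (11430), and 6945 of the 7319 had a coefficient of at least 1 log2 unit in size. In 100 assignments of the arrays to the design, the real one included, 1 gave as many calls for the interaction, so that a chance assignment of single arrays is excluded. This does not reach chance among the groups, because the arrays of a group vary as little as spots of one array: the 4 groups can be arranged in 3 ways, of which 1, the real one, called as many as the interaction, and a share of 1 in 3 excludes nothing. The slide is open as well. TH and DL lay on one slide and DH and TL on the other, so the slide and the interaction cannot be told apart by the design. The 10 spike-in RNAs differed by a median of 0.0973 log2 units between the slides, with a range of -0.07 to 0.35. Scaled to the 75th percentile this median was 0.23, with a range of 0.15 to 0.47. Taken as interaction coefficients, which are 2 times the difference between slides, the spike-ins had a median of 0.19 with a range of -0.14 to 0.71. Scaled to the 75th percentile their median was 0.45, with a range of 0.30 to 0.95. The median coefficient of all tested probes was 0.19, and 0.33 with the 75th percentile, and the median size of the called coefficients was 1.96. The spike-ins do not show what a slide does to single probes, so this does not settle the slide. Pigs of TL and DH had been moved to another site as piglets, and those of TH and DL had not. The move is thus the same contrast as the interaction too. A different response of the breeds to altitude may account for the interaction and stays open, as does a response to the move.

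An altitude effect passed for 6052 transcripts, 3161 higher and 2891 lower at high altitude, in data for which the paper computes this effect and reports no count. With scaling to the 75th percentile 6699 were higher and 3755 lower. Of 100 assignments of the arrays, 3 gave as many calls for altitude and 2 as many for breed, the real one included; only the 3 assignments that kept the groups whole called any transcript, and the highest count was 7329, over 34270 probes with a value on every array. Chance among single arrays is excluded, and chance among the groups is open as above. The spike-ins had a median altitude effect of 0.61 log2 units and a median breed effect of -0.44. Scaled to the 75th percentile these were 1.03 and -0.74. The median size of the called coefficients was 0.83 for altitude and 0.89 for breed. Spike-ins do not show what happens to single probes, so a technical part of both effects stays open. Blood content of the lung piece was tested with erythroid genes, whose median altitude effect was 0.00929 log2 units over 3 probes, from 3 of 10 listed genes, too few to decide. A hypoxia response was tested with hypoxia targets. Their median was -0.151 in DH minus DL (8 of 23 probes higher at high altitude) and 0.30 in TH minus TL (17 of 23 higher), with camera adjusted p = 0.118 for each and for the interaction, which had a median of 0.31. All 3 passed 0.05 under fry. Only 13 of 22 listed genes had a probe, so the check is void and both explanations stay open. The sites also differ in feed, climate and keeping, which may contribute and cannot be tested in these 8 arrays; leaving out any single array gave 0 altitude calls in limma, with 22668 to 23649 transcripts at an unadjusted p under 0.05.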

How the results depend on the processing

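The deposited log2 values combined with the two-way model without moderation were chosen after seeing the data; every other alternative was set before. Signal over background limits dim probes: 24775 of 43603 probes were above it on all arrays. Transcripts called between TH and DH are given here as percent of those tested, 4.51% in the main values.

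Keeping the outlier spots moved none of 8 counts by over 1.5 times, while the slide as a block takes the place of the interaction and makes the same fit, so that breed and altitude calls, 6780 and 6052, could not change. The added combination also moved none of 8 counts by over 1.5 times, and called 3190 DE transcripts, of which 2377 were among the 3905.

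Scaling of the processed signals to the 75th percentile raised the calls to 11430 for breed, 10454 for altitude, 11142 for the interaction, 6926 for DE transcripts, 10.3% between TH and DH, and 8815 for PIF, and the network edges of the 20 regulators from 203116 to 352384. It reversed the interaction of RBPJ (0.34), SRRT (0.45), EFEMP1 (0.0834), ATF6 (0.19), HABP4 (0.41), NOS3 (0.0155), PDHA1 (0.41), TEK (0.44), EPAS1 (0.37) and VEGFA (0.0762), and the breed effect of WDR5 (-0.22), EFEMP1 (-0.0657), ZNHIT6 (-0.24) and HIF1A (-0.0171). None of these passed the threshold in the main values. The median interaction of all probes rose from 0.19 to 0.33, which is less than each of these changes in the interaction; beyond this shift the cause was not tested.

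Quantile normalized processed signals gave 9118 altitude calls and 9.47% between TH and DH, the deposited log2 values 9.33% between TH and DH, and the correction with local background and offset 8.25%. Between TH and DH, no filter on dim probes gave 2.01% and the filter on both arrays of a group 8.21%. For these the cause was not tested.

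The two-way model without moderation called 1696 for breed, 1001 for altitude, 2282 for the interaction, 966 DE transcripts, 0.395% between TH and DH, 1117 for PIF, 3 HIF-1 genes and 9 PI3K-Akt genes. In simulated data it recovered 41 of 200 changed transcripts and limma 142. The intensity trend gave 10568 for breed, 10176 for altitude, 6497 DE transcripts and 12.9% between TH and DH; the cause was not tested.

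An FDR below 0.05 gave, by its construction, 23363 for breed, 23045 for altitude, 24003 for the interaction, 18863 DE transcripts, 51.9% between TH and DH, 19216 for PIF and 16 HIF-1 genes, and, with targets called at this level, 778856 for the network edges of the 20 regulators. An FDR below 0.01 gave 19246, 18844, 19896, 14350, 35.9% and 14903 in the same order, and 16 HIF-1 genes.

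The replicate number as a block gave 2199 for breed, 742 for altitude, 3250 for the interaction, 1238 DE transcripts, 0.311% between TH and DH, 2750 for PIF, 6 HIF-1 genes and 13 PI3K-Akt genes. Deviations of arrays with the same number correlated by -0.06 to 0.14 between groups. This shows no strong source shared by arrays of one number and does not exclude a weak one. The block leaves fewer degrees of freedom, and at an FDR below 0.05 it called 22866 for breed.

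With 1 array left out, the lone array is assumed to vary like the other groups. The calls then ranged from 2 (second TL array) to 1932 (first TH array) for breed, 1559 (second TL array) to 2885 (second TH array) for the interaction, 1 (second TL array) to 1038 (first TH array) for DE transcripts, 0 (second TH array and first DH array) to 0.413% (DL arrays) between TH and DH, 1858 (first TL array) to 2453 (first TH array) for PIF, 0 (TL arrays) to 3 (DH arrays) for HIF-1 genes and 0 (TL arrays) to 9 (second TH array) for PI3K-Akt genes. All 8 such fits moved these counts by over 1.5 times. For altitude each gave 0, with the smallest adjusted p at 1.03e-04 to 1.50e-04, just above the threshold, and 21301 to 22471 calls at an FDR below 0.05. An unadjusted p under 0.05 says nothing about the HIF-1 and PI3K-Akt lists in these fits. Most tested probes passed it for breed and for the interaction, and the lists were drawn from DEGs of the same arrays. Fewer arrays leave fewer degrees of freedom, which by itself lowers the calls at so strict a threshold. Of 784 values of named genes in these fits, 580 kept their side of the threshold, 200 lost it and 4 changed sign: the RBPJ interaction ranged from -0.13 to 0.0176 (second and first TL array), the ZNF280B interaction from -0.0744 to 0.0205 (second and first DH array), and the ZNHIT6 breed effect from -0.00174 to 0.0480 (first and second TH array).

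Over all alternatives but the slide block, 1466 of 1862 values of named genes kept direction and side, 257 lost their call, 121 gained one and 18 changed direction. Correlations over 4 arrays of each breed put 1 of the 20 regulators beyond a z-score of 2, by RIF2, which over 2 arrays has no z-score; by RIF1 it was 0 with either. Fry called 3 of 3 hypoxia tests, where camera called 0, and 21 of 24 cell type tests, where camera called 8; leaving out single arrays kept camera at 8.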

Differences from the paper's values

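The paper reports 16 DEGs in the HIF pathway, and 10 of these genes had a probe called for both effects here. These alternatives gave counts within 1.5 times of the paper's: 12 with the 75th percentile, 15 with quantile normalized processed signals, 13 with local background and offset, 15 with the deposited log2 values, 12 with the filter on both arrays of a group, 15 with the intensity trend, and 16 at an FDR below 0.05 or 0.01. Those that stayed apart were outlier spots kept (10), the model without moderation (3), the replicate block (6) and each array left out (0 to 3). The combination of deposited values and the model without moderation, chosen after seeing the values, called 15, and over the 1998 DE transcripts of S4 Table used here it dropped 144. The genes not called here, EDN1, EGLN3, EIF4E, ICA, NOS3 and TEK, all passed at an FDR below 0.01.

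For the PI3K-Akt pathway the paper's S2 Table lists 42 DEGs, and 25 were called here, of 37 with a tested probe. The 75th percentile gave 32, quantile normalized processed signals and the deposited values 37 each, local background and offset 30, the filter on both arrays of a group 28, the intensity trend 33, and an FDR below 0.05 or 0.01 37 each, all within 1.5 times of the paper's. Outlier spots kept (25), the model without moderation (9), the replicate block (13) and each array left out (0 to 9) did not come within it. The added combination, chosen after seeing the values, gave 34.

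Of 1998 listed DE transcripts used here, the main values called 1379 and did not call 619. Limma on the deposited values called 1839, quantile normalized processed signals 1841, and an FDR below 0.05 1950.

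RIF1 z-scores differ for all 20 regulators, here taken over all tested probes and 2 arrays per group. The paper's values were 5.32 for EPC1, 4.87 for KLF6, 4.71 for MAGED1, 4.63 for IKBKG, 2.90 for HOXB6, 1.09 for ZNF280B, 4.27 for HIST1H3E, -5.63 for POLR2E, -4.22 for TIPARP, -4.17 for WDR5, -1.53 for HABP4, -2.30 for ZNHIT6 and -1.42 for SF3B1, where 0.863 was found here. The paper's values were 5.10 for LOC100519426, -6.53 for RBPJ, -4.12 for SRRT, 1.59 for EFEMP1, 2.83 for ATF6, -1.48 for EPC2 and -1.76 for ERG, where -1.16 was found here. These z-scores have no error here, so any difference beyond rounding was counted, and by this none of the alternatives, namely 4 arrays of each breed, the 75th percentile and targets at an FDR below 0.05, gave the paper's value. With 4 arrays of each breed SF3B1 (-1.47) and ERG (-1.45) had the paper's sign and came within 1.5 times of its value. ZNF280B and EPC2 did so in the main values and with targets at an FDR below 0.05, and 0 of the 20 with the 75th percentile. Over 2 arrays per group the score has only 2 values, so this nearness is no evidence of agreement. The paper's scores take more than 2 values and so cannot come from plain correlations over 2 arrays per group.

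The paper states that TIPARP, SF3B1, HABP4 and ERG had no connection in the TH network, and EFEMP1, MAGED1 and HIST1H3E none in the DH network. Here, by plain and not by partial correlation, each of the 20 regulators had at least 5077 edges in each group. Over the 4 Tibetan arrays each had at least 2, and over the 4 Duroc arrays at least 58.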

Other observations

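The tests of signal intensity, probe noise, breed label, unannotated sequence and amount of labeled RNA in TL were chosen after the result was seen; the test of the arrays of a group, the airway test and the lists were set out before.

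The arrays of a group may share one labeled RNA. The paper states that labeled RNA of 8 animals was hybridized with 1 sample per array. Single spots differed by a median of 0.12 log2 units between the arrays of a group and by 0.15 on the same array, a ratio of 0.805, where separate animals would be expected to lie above 1. The tenth of probes that varied most between groups differed between the arrays of a group by 0.0615 and the tenth that varied least by 0.0587, a ratio of 1.05, while their SD between groups was 1.19 and 0.13. The 10 spike-in RNAs, which are added when the RNA is labeled, differed by a median of 0.05 between the arrays of a group and had a median range of 1.80 between groups, both on the 75th percentile scale. A pool of RNA per group, or animals that are very similar, could give a small difference too and was not tested apart. If one RNA was shared, the design compares 4 RNAs, and no test in these files covers the variation between animals.

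TL stood apart from the other groups: 9439 of 34406 tested probes lay over 1 log2 unit from the mean of the other groups in TL, against 3408 in TH, 1830 in DH and 4199 in DL. The signal intensity of the TL arrays, which was higher than on the others, does not account for this: with the median deviation at each brightness taken out, 8470 of 34270 probes with a value on every array lay over 1 log2 unit in TL, where 9402 had before, against at most 4420 in another group (DL, 4180 before). Independent noise of single probes is argued against by 1636 transcripts with 2 probes, whose deviations in TL correlated by r = 0.704 across transcripts (rho = 0.646; at most 0.0834 in 1000 random pairings), against 0.747 to 0.757 in the other groups. That TL is not of the Tibetan breed stays open: 36 probes had a gap of over 2 log2 units between the Tibetan and the Duroc groups, against 6 and 11 for the other ways of pairing the groups, and at over 3 log2 units these were 12, 2 and 1, but at over 1 log2 unit they were 351, 163 and 322. With scaling to the 75th percentile they were 20, 5 and 7 at over 3 log2 units, 95, 32 and 55 at over 2, and 670, 372 and 729 at over 1. More RNA from unannotated sequence in TL, such as introns or DNA, stays open: the DE transcripts highest in TL had a RefSeq accession in 1.40%, against 8.70% at the same brightness. In 260 genes with both kinds of probe, the other probe was over 1 log2 unit higher in TL in 75 genes, and in 7 of these the RefSeq probe was as well; these numbers were 21 and 13 in TH, 11 and 5 in DH, and 7 and 1 in DL. The amount of RNA labeled for TL stays open too: the median level of the spike-ins was 10.78 in TL, against 12.06 in TH, 12.64 in DH and 11.82 in DL, on the 75th percentile scale. A response of Tibetan pigs to low altitude or to the move there stays open, as neither was tested apart from these. DH lay on the slide of TL, and r across probes between DH and TL arrays was 0.948 to 0.949, against 0.930 to 0.938 between TL and the arrays of the other slide. TH and DL, which also shared a slide, had r of 0.971, below the 0.974 of TH and DH and the 0.977 of DL and DH on different slides, so the slide alone does not order the arrays.

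Airway content of the lung piece may contribute to the breed effect, as secretory airway genes were higher in Tibetan pigs in all 10 probes of 7 genes, with a median of 1.36 (camera adjusted p = 2.24e-06). Of the 15 listed genes 7 had a probe, 5 of them through an accession, and symbols came in part from the paper's tables of called transcripts, so the check is void and leaves this open. Ciliated airway genes, 2 probes, had a median breed effect of 0.48 and passed for no effect under camera.

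Camera called 8 of 24 tests of the cell type lists, and fry also called these. Beside the secretory airway list, B and plasma cell genes (4 probes) had medians of 0.86 for breed, 1.27 for altitude and 2.42 for the interaction (camera adjusted p = 0.00899, 0.00899 and 0.0118). Neutrophil genes had a median interaction of 2.42 in 7 probes (camera adjusted p = 0.00289), alveolar type II genes one of -0.89 in 7 probes (camera adjusted p = 0.0185), and endothelial genes a median breed effect of -0.36 in 14 probes (camera adjusted p = 0.00738). Erythroid genes passed for no effect under camera. Each of these lists had a probe for under 80% of its genes, so none decides. Skeletal muscle genes, with 9 of 10 genes, were higher at high altitude in 13 of 15 probes, with a median of 0.61 (camera adjusted p = 0.00836). The spike-ins had a median altitude effect of 0.61 on the same scale, so a technical part stays open here too. Many of the 15 probes were dim, such as MYL1 with 6.32 in TH and 4.92 in DL, and several belong to MYH1. The median and the mean of a list differed in sign for the breed effect of alveolar type II genes (-0.06 and 0.03) and for the interaction of secretory airway (-0.21 and 0.01), endothelial (-0.16 and 0.04) and skeletal muscle genes (-0.01 and 0.13).

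The discussion speaks of HIFα, HIF2α and VEGF without values, and HIF1A, EPAS1 and VEGFA were taken for them here. HIF1A (A_72_P280249) had log2 expression of 14.62 ± 0.00 (SD, n = 2 arrays) in TH, 14.09 ± 0.07 in TL, 13.94 ± 0.01 in DH and 14.16 ± 0.03 in DL, with an interaction of 0.75 (limma adjusted p = 2.20e-04). EPAS1 (A_72_P035801) had 13.65 ± 0.01 in TH, 13.80 ± 0.00 in TL, 13.92 ± 0.08 in DH and 13.89 ± 0.00 in DL, an interaction of -0.17 (limma adjusted p = 0.0780), whereas another EPAS1 probe, A_72_P339808, had 11.82 ± 0.02 in TH, 15.32 ± 0.02 in TL, 12.30 ± 0.03 in DH and 11.42 ± 0.00 in DL, an interaction of -4.38. VEGFA (A_72_P414353) had 11.81 ± 0.09 in TH, 12.51 ± 0.02 in TL, 11.75 ± 0.06 in DH and 12.09 ± 0.03 in DL, with an altitude effect of -0.52 (limma adjusted p = 1.70e-04). Scaled to the 75th percentile, the interaction was 0.37 for EPAS1 A_72_P035801 and 0.08 for VEGFA, and the breed effect of HIF1A fell from 0.31 to -0.02.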
